# PI3K signaling and miRNA expression during the response of quiescent human fibroblasts to distinct proliferative stimuli

**DOI:** 10.1186/gb-2006-7-5-r42

**Published:** 2006-05-31

**Authors:** Jian Gu, Vishwanath R Iyer

## Abstract

**Background:**

Serum treatment of quiescent human dermal fibroblasts induces proliferation, coupled with a complex physiological response that is indicative of their normal role in wound-healing. However, it is not known to what extent such complex transcriptional events are specific to a given cell type and signal, and how these global changes are coordinately regulated. We have profiled the global transcriptional program of human fibroblasts from two different tissue sources to distinct growth stimuli, and identified a striking conservation in their gene-expression signatures.

**Results:**

We found that the wound-healing program of gene expression was not specific to the response of dermal fibroblasts to serum but was regulated more broadly. However, there were specific differences among different stimuli with regard to signaling pathways that mediate these transcriptional programs. Our data suggest that the PI3-kinase pathway is differentially involved in mediating the responses of cells to serum as compared with individual peptide growth factors. Expression profiling indicated that *let7 *and other miRNAs with similar expression profiles may be involved in regulating the transcriptional program in response to proliferative signals.

**Conclusion:**

This study provides insights into how different stimuli use distinct as well as conserved signaling and regulatory mechanisms to mediate genome-wide transcriptional reprogramming during cell proliferation. Our results indicate that conservation of transcriptional programs and their regulation among different cell types may be much broader than previously appreciated.

## Abstract 2

Global transcriptional profiling of human fibroblasts from two different tissue sources reveals distinct as well as conserved responses to different growth stimuli.

## Background

The transition of mammalian cells from quiescence to proliferation and their re-entry into the cell cycle (the G0 to G1 transition) underlies diverse normal physiological processes, such as tissue regeneration, wound healing and lymphocyte activation, and it is also one of the hallmarks of cancer [1-3]. This transition is marked by activation of cell-surface receptors, intracellular signal transduction pathways and effector transcription factors, which in turn lead to altered programs of gene expression, driving cells into the proliferative state. The molecular mechanisms governing this transition are believed to be distinct from those of other cell cycle transitions such as the G1 to S transition, and are less well characterized [4]. One key question is, to what extent are the regulatory pathways and transcriptional programs of re-entry into the proliferative state shared by different types of cells responding to different mitogenic signals? What is the interplay of these proliferative responses with the innate cell and tissue-type characteristics of cells?

Fibroblasts have long been used as a simple model to study mammalian cell proliferation in culture. The global transcriptional program of quiescent human dermal fibroblasts stimulated to proliferate by serum treatment indicates that there is a complex physiological wound-healing response that is superimposed upon the expected proliferative response [5]. Fibroblasts derived from different anatomical sites display characteristic expression patterns reflective of their site of origin [6]. Interestingly, the genes affected during the proliferative response of cultured fibroblasts to serum are predictive of tumor prognosis and metastasis in different cancers [7], implying that a conserved core set of regulatory mechanisms underlies the transition to proliferation in diverse cell types. On the other hand, gene expression analysis of cultured human fibroblasts from skin, lymph node, synovium and tonsil revealed heterogeneity in their expression profiles [8].

Despite these studies, however, little is known about the differences between the response of fibroblasts to serum versus other individual growth factors (GFs), both in terms of global transcriptional programs and the signal transduction pathways that are affected by each stimulus. It is unclear, therefore, if the complex mixture of components present in serum is required to trigger the wound healing response observed in skin fibroblasts. It is also not known if other types of fibroblasts that do not have an obvious role in surface wound healing and are not typically exposed to serum in the body are nevertheless capable of carrying out a similar program of gene expression. The connection between the G0 to G1 proliferative response and the physiological wound healing response is also not clear. For example, *AP-1 *is involved in cell cycle progression but it also targets genes in fibroblasts important for wound healing [9].

We address some of these questions in this study by analyzing the genome-wide transcriptional reprogramming of fibroblasts derived from skin as well as lung, when they are stimulated to proliferate either by serum or purified growth factors. We also dissect the contribution of specific signaling pathways to these global responses using an inhibitor of the PI3-kinase (PI3K) pathway. Finally, we have begun to analyze the potential involvement of micro RNAs (miRNAs) that have recently been shown to be involved in gene regulation in cancer models, in regulating the transition of normal quiescent diploid cells into the proliferative state.

## Results

### Experimental strategy

We profiled the response of two normal human diploid fibroblast cell lines to either serum or three different peptide GFs. One of the cell lines was a foreskin-derived dermal fibroblast (2091) and the other was a fetal lung-derived pulmonary fibroblast line (WI-38) [10]. Cells were first deprived of growth factors by growing them in medium containing 0.1% fetal bovine serum (FBS) for 48 hours, then treated with medium containing either 10% FBS, epidermal growth factor (EGF), fibroblast growth factor (FGF) or platelet derived growth factor (PDGF). Cells were harvested at 6 different time points (0 h, 0.5 h, 1 h, 2 h, 4 h, 8 h), followed by total RNA isolation and RNA amplification (Figure 1a). Temporal global transcription profiles were measured using cDNA microarrays containing 46,544 clones, corresponding to approximately 31,158 unique Unigene clusters [11,12]. RNA from each sample of cells was reverse transcribed to cDNA and labeled with Cy5, and hybridized to the cDNA microarrays together with a universal human reference sample labeled with Cy3.

To identify consistent expression changes caused by each stimulus, we performed three independent biological replicates of each treatment for each cell line (Figure 1a). In most cases, we isolated at least two independent time zero samples for each treatment time course and normalized all expression changes relative to the average of the time zero values to minimize error arising from time zero measurements. All data were uploaded to a relational database [13] and filtered on basic data quality measures before further analysis. All primary data reported here are available at NCBI's GEO (Accession IDs GSE3901 and GSE3902) as well as at the authors laboratory web site [14], and the ratio data tables for all gene sets described here are available as accompanying Additional data files. A small subset of the expression changes we observed were not reproducible across all three repeats for each treatment. To ensure that we analyzed only data that was biologically reproducible, the results and discussion presented here pertain to only those changes that were consistent across the three biological replicate time-courses of a given combination of cell line and treatment. Three classes of genes will be discussed in the following sections. Class I refers to genes that were consistently induced or repressed across all the serum and GF treatments. Class II refers to genes that were differentially expressed in response to serum and the GF treatments. Class III genes are those that were differentially expressed between the two fibroblast cell lines.

### The expression of wound healing genes is affected by all treatments and is not specific to serum

We used hierarchical cluster analysis to obtain a bird's-eye view of the global expression patterns (Figure 1b). Strikingly, there were no prominent sets of genes that were consistently and uniquely regulated by a given treatment. However, genes showing statistically significant differences in expression between serum treatment and the three other GF treatments could be identified through the use of a *t* test (Class II). These treatment-specific responses are described in a later section, as are the genes that show differences in response between the two cell types (Class III). We identified a group of 237 genes, represented by 278 cDNA probes, that were concordantly induced by serum and each of the three different growth factors (Figure 1c). To identify genes consistently repressed by all four treatments, we selected genes whose expression was lower after stimulation than in the time zero samples in at least 85% of arrays. This identified a set of 237 genes represented by 250 cDNA probes (Figure 1d). Together, this set of genes, which generally showed similar responses in both cell types to all four treatments, is referred to as Class I (Additional data file 1).

Class I genes included known immediate-early genes such as *JUNB*, *MYC*, *PTGS2 *and others. It has been previously noted that in response to serum, fibroblasts show altered expression of genes involved in cell proliferation, blood coagulation, cytoskeletal reorganization, angiogenesis and inflammation - all functions that are closely related to the physiology of wound healing [5,7]. Surprisingly, our results indicate that not only serum, but several other growth factors in isolation affect the expression of a similar coherent set of genes relevant to wound healing. We observed the altered expression of several genes involved in cytoskeletal reorganization, tissue remodeling, angiogenesis, blood coagulation and inflammation, as well as signal transduction pathways that mediate the above processes (Figure 2). We used DAVID [15,16] to quantify the enrichment of Gene Ontology (GO) terms in our gene sets and noted significant enrichment of several of these categories (Additional data file 2). Moreover, the response of lung fibroblasts with regard to the expression of these genes could not be distinguished from the response of the skin fibroblasts, indicating that the wound healing expression signature is not specific to the response of dermal fibroblasts to serum.

### The core conserved response of fibroblasts during the transition from quiescence to proliferation

The molecular pathways underlying the transition from quiescence to proliferation triggered by each of the four treatments in both fibroblast types appeared to be strongly conserved, as suggested by the altered expression of cyclin/cdk related genes, such as *CCNL1*, *CKS2*, *CDCA1*, *CDKN1B *and *CDC25C*, and genes involved in DNA replication, such as *TOP2A*, *PCNA *and *POLE3*, across all treatments (Figure 2). Interestingly, a group of genes related to cell cycle checkpoints, such as *BRCA1*, *RAD1 *and *RAD21*, were repressed (Figure 2), likely reflecting the requirement for the down-regulation or deactivation of these checkpoint proteins for either cell cycle entry or progression. Genes with anti-apoptotic function, such as *BAG3 *and *TNFRSF10D*, were upregulated while others promoting apoptosis were inhibited in all the treatments (Figure 1c). *GADD45B*, another induced gene, is believed to have anti-apoptotic functions by downregulating JNK signaling [17]. All these observations suggest that reentry into the cell cycle by serum starved G0 cells requires the upregulation of cell cycle related genes as well as inhibition of apoptotic signaling pathways.

Cell cycle progression from G0 to G1 is highly dependent on the activation of intracellular signaling pathways. Growth factors are required at two critical points during the G0 to G1 transition to stimulate the MAP kinase (ERK) pathway, *c-Myc*, and the PI3K pathway [18]. We observed altered expression of regulatory factors in the RAS-MAPK pathway and the PI3K pathway, such as *YWHAG *(14-3-3- gamma) [19], *SPRY2 *[20], *DUSP5 *[21], *DUSP6 *[22], and *PITPNC1 *[23] (Figure 2). This observation suggests that both signaling pathways are involved in the response of fibroblasts but, interestingly, only the MAPK pathway activation and *c-Myc *induction are believed to be indispensable during the early 0 to 8 hour period of fibroblast response [18]. Our results also corroborate previous studies showing that different growth factors may activate cell proliferation by largely overlapping mechanisms that include the activation of these two signaling pathways [24]. The potential involvement of the JAK/STAT pathway was indicated by the upregulation of its downstream effectors, such as *PIM1 *[25], as well as the upregulation of several *SOCS *genes, which are targets and negative feedback regulators of this pathway [26]. Figure 3 shows the altered expression of these genes overlaid on a schematic representation of the three signaling pathways whose activity is suggested by this expression profiling data.

There were subtle differences among the induction patterns of Class I genes even though they were consistently induced by all four treatments. Although serum treatment generally resulted in higher peak induction levels than the growth factor treatments, the majority of the induced genes peaked eight hours after serum addition compared to 2 to 4 hours after GF treatment (Additional data file 3). This could partially be a result of differences in concentrations of the GFs that were employed. Indeed, we found that increasing concentrations of FGF, ranging from 5 ng/ml to 135 ng/ml, caused increasingly stronger induction of these genes at two hours (Additional data file 4). However, the fact that serum generally caused stronger induction of genes but with delayed kinetics suggests that there are differences in the response of fibroblasts to serum and the GFs such as those described below or, possibly, that a combination of different growth factors and other components such as lysophosphatidic acid in serum could contribute to the differences.

### The PI3-kinase pathway is differentially involved in regulating the responses to serum versus individual growth factors

Since hierarchical clustering did not directly reveal genes with expression differences specific to each treatment, we used a supervised approach to identify genes whose average expression levels were significantly different after treatment among the different groups. Based on the fact that peak expression levels were most different between serum treatment and all the growth factor treatments, we used a *t* test to identify genes that showed significant differential expression between these two groups. This analysis identified 701 cDNAs, representing 619 genes, that tended to be induced following serum treatment but were repressed or remained unchanged after GF treatment, and 613 cDNAs, representing 566 genes, that generally showed higher expression levels in response to growth factors. These genes are termed Class II genes and are described below (Additional data file 5).

Many Class II genes were those involved in signal transduction, suggestive of differences in signaling events between the serum and GF responses. The EGF receptor gene *EGFR *was induced by serum, while its negative regulator *CBL *- an E3-ubiquitin ligase that targets *EGFR *and *FGFR *for degradation [27] - was upregulated in the GF treatments (Figure 4), suggesting a negative regulatory circuit. We observed a modest increase in *EGFR *protein levels in response to serum compared to the GF treatments (Figure 5a). However, EGF treatment, but not PDGF or FGF, caused a marked down regulation of *EGFR *protein levels, even though at the transcriptional level the response of *EGFR *to the three different growth factors was consistently similar. This is likely due to a stronger induction of *CBL *by EGF compared to the other GF treatments (Figure 5b), suggesting that the negative regulatory circuit involving *CBL *and *EGFR *is involved in mediating the response to growth signals in these cells. Although we could validate the expression levels and potential regulation of *EGFR *at the protein level, there were cases where protein levels did not reflect the changes in mRNA expression levels. For example, *H-RAS *transcript levels were slightly induced in GF treatments compared to serum. However, we failed to detect any change in *H-RAS *protein expression levels (Figure 5a,b).

The PI3K pathway is believed to be involved during late G1 during the transition from quiescence to proliferation [18]. Some downstream components of PI3K signaling, such as *PIP5K3*, were among the Class II genes that were induced by serum, while others like ribosomal protein S6 kinase B6 and *AKT2 *[28-30] were among the serum repressed Class II genes (Figure 4). Diacylglycerol (DAG) produced by the activation of the phosphoinositide pathway is the physiological activator of protein kinase C (PKC) as well as other protein kinase C conserved region 1 (C1)-domain proteins, such as protein kinase D1 (PKD1), RasGRPs and DAG kinase gamma [31]. Diacylglycerol kinases (DGKs) terminate DAG-mediated signaling by converting DAG to phosphatidic acid (PA). Nine DGK isoforms have been identified and classified into five subgroups based on their structure, which, along with their different subcellular localization, suggests distinct DAG signaling events they may regulate [32]. *DGKs*, such as *DGKA*, *DGKD*, and *DGKZ*, were among the serum repressed Class II genes and *PKC *(*PRKD3*) was in the serum upregulated set. Taken together, these observations suggested that the PI3K signaling pathway may have a more prominent role in the response to serum (Figure 4).

To test the hypothesis that the PI3K pathway is responsible for some of the differences in the response of fibroblasts to serum versus individual GFs, we treated cells with the PI3K pathway inhibitor LY294002 and determined expression profiles after growth stimulation. 

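Starved foreskin fibroblasts were given LY294002, which inhibits PI3K, 30 min before EGF, FGF, PDGF or serum, and RNA was taken 0.5, 1, 2, 4 and 8 h later. The deposited table holds 20 cDNA arrays from these cells, with 1 array for each stimulus and time. Each stimulus therefore has 1 time course of 5 arrays and no array is replicated. The paper gives LY294002 at 25 µM, EGF at 50, FGF at 100 and PDGF at 40 ng/ml, and serum at 10%. The sample labels give 30 ng/ml for LY294002 and 50 ng/ml for every stimulus, serum included, and the files do not settle which doses were used.
The authors scanned the arrays with GenePix, left out spots of low intensity or poor quality, set the mean ratio of the good features on each array to 1, and divided the ratios of each time course by those of its time zero. By the deposited record time zero was taken before the inhibitor was given. The effect of LY294002 by itself is then part of each value. The methods list collections both before the inhibitor and before stimulation, and label the latter 0 h. For most time courses the paper describes time zero samples of their own. Base 2 was settled from the values: 100% of 273939 values between -1 and 1 give a ratio with 3 decimals at base 2, against 26.8% at base 10 and 9.3% at base e. The labels describe the second channel as starved cells and the methods as reference RNA, which the files do not settle either.
The table has 46467 probes, of which 19994 have no value on any array. An EGF array held values for 13965 to 23487 probes (median 22603), an FGF array for 6945 to 19567 (median 14824), a PDGF array for 5304 to 23794 (median 12418) and a serum array for 6046 to 21977 (median 9594). Probes with a value on at least 16 of the 20 arrays, and on at least 3 of those after serum, were tested, which left 6757 probes and 3716 named genes. Serum was compared with the growth factors in limma with time as a factor. Over all tested probes the median difference between serum and the growth factors was -0.26 on the log2 scale as deposited, and 0.01 after each array was centred on its median over the 1965 probes present on every array.

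**Figure D1:**
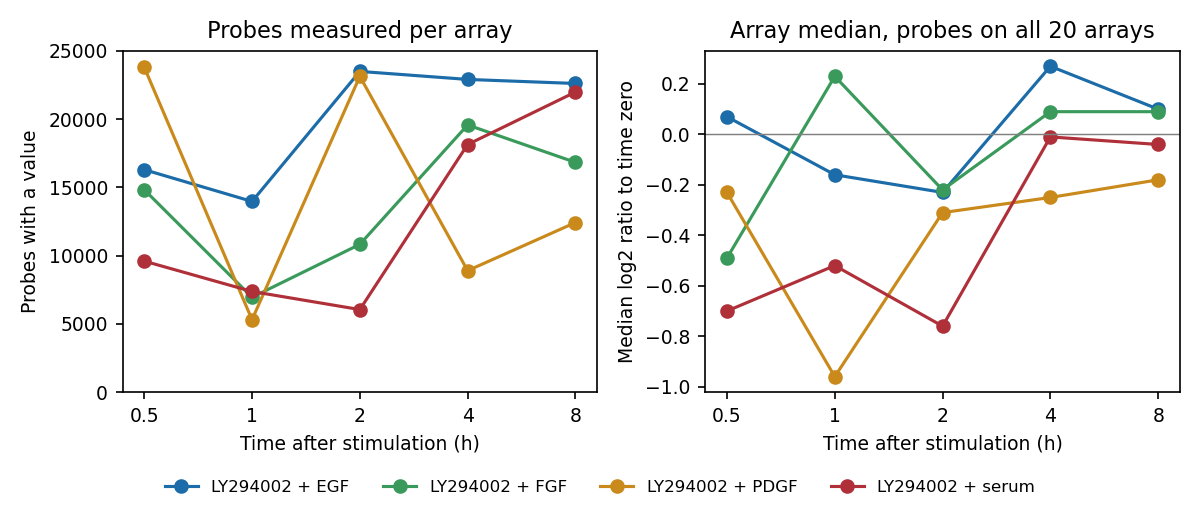
Probes with a value on each array (left) and median log2 ratio to time zero over the probes present on all 20 arrays (right), by time after stimulation in h, with 1 line per stimulus. The serum arrays of 0.5, 1 and 2 h hold 9594, 7370 and 6046 probes with medians of -0.70, -0.52 and -0.76, and the PDGF array of 1 h holds 5304 probes with a median of -0.96.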

When the PI3K pathway was inhibited, the response of Class II genes in the serum treatment group switched to a pattern similar to that of the GF groups, consistent with the notion that the PI3K signaling pathway has a more prominent role in the response to serum (Figure 6). This switch of Class II expression profiles from serum-like to GF-like was specific to inhibition of the PI3K pathway. 

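With LY294002 present, 3 of the 5 Class II genes that the paper names as higher after serum had enough values for a fit, and these differed from the growth factor arrays by -0.17 to 0.14 on the log2 scale. CDK6, a G1 cyclin-dependent kinase, was 0.14 higher after serum (standard error 0.22, adjusted p = 0.703 from limma) and lay above the growth factor mean at 2 of 5 times. EGFR, the receptor of EGF, differed by -0.10 (standard error 0.22, unadjusted p = 0.666 from limma, on too few arrays for the adjusted test). PRKD3, a protein kinase activated by diacylglycerol, differed by -0.17 (standard error 0.17, adjusted p = 0.552). Of the genes named as lower after serum, CBL, the ubiquitin ligase that targets EGFR for degradation, differed by -0.26 (standard error 0.19, adjusted p = 0.402) and DGKZ, a diacylglycerol kinase, by -0.27 (standard error 0.23, unadjusted p = 0.261 from limma).
These differences carry the shift of the serum arrays as a whole. On arrays centred on their median, CDK6 was 0.40 higher after serum (standard error 0.14, adjusted p = 0.127), at 5 of 5 times. EGFR, PRKD3, CBL and DGKZ then had the opposite sign, with differences of 0.28, 0.09, 0.07 and 0.02. A PRKD3 probe outside Class II differed by -0.0005 as deposited. On centred arrays it was 0.26 higher after serum (standard error 0.10, adjusted p = 0.157 from limma), at 5 of 5 times. Another such probe differed by -0.15 as deposited and 0.14 centred. A further one, with 2 serum arrays, had means of -0.82 after serum and -0.43 after the growth factors. The paper names or labels genes of 31 Class II clones, and 17 of these had values on at least 10 arrays with at least 3 after serum. The adjusted test covered 13 of the 17, as the clones of EGFR, DGKZ, ERBB2 and GPX1 had values on too few arrays for it. In limma 0 of the 13 passed FDR 0.01. Of all 17, 2 had an unadjusted p under 0.05, those of the adaptor SHC1 (-0.56, standard error 0.24) and the kinase MAP3K7 (-0.51, standard error 0.21). Centred, 0 of the 13 passed, and 4 of the 17 had an unadjusted p under 0.05, those of CDK6, SHC1 and both clones of MAP3K2. Higher after serum were 3 of the 17 clones as deposited and 10 when centred. PIKFYVE (PIP5K3 in the paper), cyclin C, RPS6KB2, DGKD and HRAS had at most 2 serum arrays each. The Class II clone of DGKA had no value, and no Class II clone could be assigned to AKT2. An AKT2 probe outside Class II differed by -0.45 (standard error 0.20, unadjusted p = 0.036 from limma), and by -0.06 on centred arrays. A further AKT2 probe had 1 serum array, at 0.50, against a mean of 0.21 after the growth factors.
Over all 6757 probes, 0 differed between serum and the growth factors at FDR 0.01 in limma, with 1712 at an unadjusted p under 0.05, and the t-test of the methods gave 0, with 1116 at an unadjusted p under 0.05. Centred, 8 probes passed. On the mean of a gene's probes, 1 of 3716 genes passed as deposited, lower after serum, and 11 when centred, 7 higher and 4 lower. The count of probes was 29, all lower after serum, without the 4 h arrays. Among fits chosen after the data were seen it was 22, all lower, without the PDGF array of 1 h. In another such fit, with a random block per time course on centred arrays, it was 46, of which 32 were higher. The same block on the values as deposited gave 0. The correlation within a course that the block estimated is not given, so the rise from 8 to 46 is not taken as a firmer difference. Most were higher in 2 more fits chosen after the data were seen. They were 6 of 7 on the 4 and 8 h arrays. Without the serum arrays of 0.5, 1 and 2 h and the PDGF array of 1 h they were 10 of 11. In simulated data of this design, the test found 4% of log2 differences of 0.5 and 64% of those of 1. The series analysed holds no array of uninhibited cells, the paper names a second deposited series that was not at hand, and the held copies of its tables, which lack columns, give values without inhibitor for EGF and FGF only. The change that LY294002 made after serum was therefore not computed. The paper proposes a more prominent part for PI3K signaling in the serum response. It drew this first from Class II genes without inhibitor (Figure 4). It then reports that Class II profiles after serum turned to those of the growth factors under LY294002 and not under U0126 (Figure 6).

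**Figure D2:**
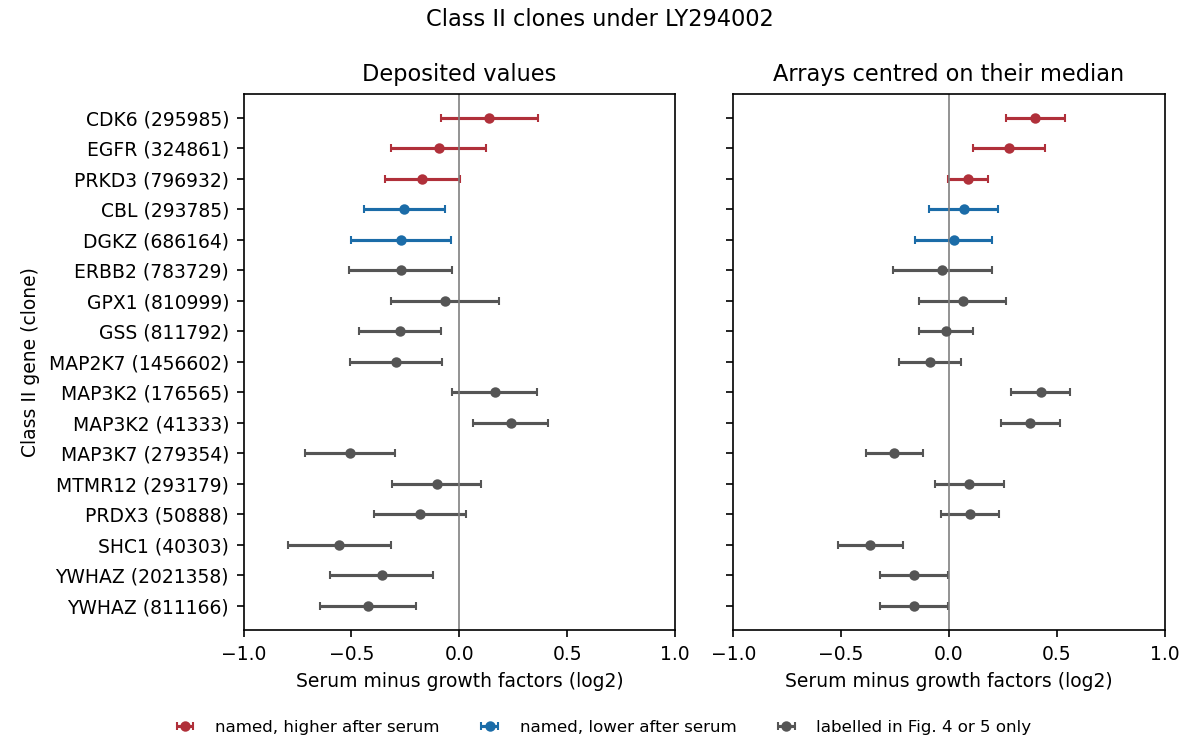
Serum minus growth factors on the log2 scale for the 17 Class II clones of genes named or labelled in the paper, as deposited (left) and with each array centred on its median (right), with bars of 1 standard error from limma. As deposited 3 of the 17 points lie above 0, and centred 10 do.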

When cells were treated with U0126 - a MEK inhibitor - prior to serum stimulation, we did not observe a similar switch in expression profiles (Figure 6). However, the serum response was almost completely abrogated after U0126 treatment, consistent with a critical role for the MAP kinase pathway in cell cycle reentry.

### Identification of genes differentially expressed between cell lines

Fibroblasts from different anatomical sites tend to have characteristic expression patterns related to their specific physiological functions despite sharing similar morphology [6]. The two fibroblast cell lines we used originate from different tissue sources - skin and lung - and are thus expected to have distinct transcription programs. During quiescence, namely, at the zero-hour time point and in the absence of growth signals, lung-specific genes were expressed in the WI-38 cell line derived from fetal lung whereas skin-specific genes were expressed in the 2091 cell line derived from newborn foreskin (Additional data file 6). To identify differences between the responses of the two cell types to growth stimulation, however, we compared the relative expression ratios after stimulation from all the experiments on the two cell lines using the same method as described above. A set of 385 cDNA probes representing 358 genes was found to be differentially expressed between these two cell lines at a false discovery rate (FDR) of 1% (Figure 7). This set of genes is denoted as Class III (Additional data file 7).

Hierarchical clustering of the 385 Class III genes revealed two broad patterns of differential expression between the two cell types; 341 genes were generally more strongly induced in the skin fibroblasts whereas only 44 genes were expressed at higher levels in the lung fibroblasts (Figure 7a,b). This bias is possibly due to the higher proliferative potential of the foreskin cells. Several genes related to cell proliferation, such as *CDC2*, *CDK2AP1*, *CDKN3 *and *MCM6*, tended to be more strongly induced in the skin cells. Several genes encoding cellular receptors, such as erythropoietin receptor, GABA A receptor, receptor tyrosine kinase-like orphan receptor 2, chemokine orphan receptor 1, EGF and the ERBB2 receptor, were included among the genes more strongly induced in the skin fibroblasts relative to the lung fibroblasts (Figure 7a). Only a few previously characterized skin-specific genes were included among the genes more strongly induced in the skin cells. One example of such a gene is *TBX2*, which remained unchanged or showed slightly reduced expression in most treatments of the lung cells. Interestingly, however, a few lung signature genes, such as *TBX2 *and *SOX4*, were among the genes induced to a greater extent in the foreskin cell line (Figure 7a). Since these genes are expressed at much higher levels in lung than in foreskin, it is possible that their induction is more easily detectable in the skin cells. Most lung and skin specific genes did not show significant expression changes during the transition from quiescence to proliferation, and it is likely that their expression levels remain constant during the cell cycle.

### miRNA profiling of skin fibroblasts in response to growth stimulation

We noticed that the set of Class I genes consistently induced by all treatments included *EIF2C2*, a member of the Argonaute gene family and a component of the RISC complex involved in post-transcriptional gene silencing by miRNAs [33,34] (Figure 1c). Although miRNAs have recently been shown to have a role in the proliferation of cancer cells and stem cells [35-37], not much is known about their role in the proliferative response of normal, differentiated quiescent cells. We therefore performed expression profiling with miRNA microarrays to explore the alterations in the expression levels of miRNAs in skin fibroblasts during their transition from quiescence to proliferation. miRNA was isolated from asynchronously growing cells and from quiescent fibroblasts, before and after growth stimulation. We carried out a total of 18 miRNA microarray hybridizations using miRNA from six independent biological samples and dye-swap hybridizations. The overall expression changes in miRNAs were less dramatic compared to their expression differences reported in different human tissues [38]. We also noted a higher degree of experimental variability within biological repeats and dye-swap experiments, possibly due to the labeling method we employed, which relies on adding dye modified nucleotides directly to the miRNAs. Dye quenching can occur at sub-optimal densities of labeling, which results in fluorescent dyes in close proximity to one another [39,40].

We identified a cluster of 33 miRNAs with similar and consistent expression profiles across the replicates and dye-swaps. This cluster of miRNAs was repressed in asynchronously growing skin fibroblasts but they were induced early during proliferation, both by serum as well as FGF. This cluster includes a number of miRNAs belonging to the *let-7 *family as well as several other miRNAs (Figure 8, Additional data file 8), suggesting that these miRNAs might be involved in regulating the expression of target genes important for the reentry of these cells into the cell cycle.

We used the PicTar program [41,42] to predict miRNA targets based on sequence homology, optimal free energy, and ortholog searching [41]; 31 of the 33 miRNAs were found in the PicTar database. Predicted targets for these miRNAs with a PicTar score greater than 4 comprised 1,246 unique Unigene clusters. Functional annotation analysis using DAVID revealed that genes involved in the MAP kinase pathway, focal adhesion and GAP junctions were among the most enriched Kegg pathways (*p *< 0.01). However, a similar analysis of targets for 31 random miRNAs also revealed an apparent enrichment of MAP kinase pathway genes, so the biological meaning of the enrichment of these categories in the PicTar predicted targets of the serum induced miRNAs remains unclear.

## Discussion

### The wound healing and cell proliferation response of human fibroblasts

The characteristic wound healing and proliferative response of human dermal fibroblasts after serum treatment originally suggested that this response reflected the obligatory *in vivo *physiological response of dermal fibroblasts to serum factors released upon wounding. Here we observe that not only dermal fibroblasts, but also lung fibroblasts, carry out a largely conserved program of gene expression reminiscent of wound healing, in response not only to serum but also individual purified GFs. Although some aspects of this conserved response could arise due to the similarity of culture conditions, the fact that tissue-specific differences were maintained in quiescent fibroblasts even in culture suggests that the wound healing response to ostensibly proliferative stimuli is more broadly conserved across distinct fibroblast cell types from different tissue sources and can be elicited by a variety of triggers. Conceivably, the wound healing response originated initially in a dermal-like fibroblast and persisted in other fibroblast types in other specialized tissues. Although it is possible to speculate on the evolutionary reasons and advantages of such a conserved gene expression program, the mechanisms of how the program is initiated and regulated are unclear. One possibility is that, in fibroblasts, the wound healing and cell signaling programs are coupled to a large extent to cell proliferation. In all the experiments in this study and in several previous studies, the signals that trigger the wound healing gene expression program also caused concomitant cell proliferation [43]. However, some agents such as phenytoin can induce wound healing genes, including those involved in tissue remodeling, inflammation, coagulation and hemostasis in dermal fibroblasts, without inducing cell proliferation, suggesting that the wound healing response does not necessarily require cell proliferation [44]. Mechanical strain in human scleral fibroblasts [45] can also induce similar functional groups of genes that are indicative of wound healing, although there were few individual genes commonly induced in both studies.

The effect of different stresses, such as heat shock, ER stress, oxidative stress and crowding stress, on lung fibroblasts have been examined, and it was observed that the response to endoplasmic reticulum (ER) stress caused by dithiothreitol (DTT) was to some extent the opposite of the serum response [46]. Indeed, we noted that some cell cycle control genes showed differences between our experiments and the DTT treatments. For example, p27 Kip1 (*CDKN1B*) was repressed in our experiments in response to serum and GFs, but induced by DTT treatment, while *CKS2 *and *GSPT1 *showed the opposite behavior. At the same time, however, ER stress induced several common immediate early response (IER) genes, such as *Jun-B*, *IER3*, *SNAIL*, *TNFAIP3*, *GADD45B*, and *SPRY2*, in the same manner as serum and GFs in the experiments reported here, suggesting that the expression of the these IERs are involved not only in cell proliferation in fibroblasts, but also cell survival in response to DTT induced stress.

### Signaling pathways mediating transcriptional programs in fibroblasts

The concordant up or down regulation of a large set of genes by distinct GF treatments as well as serum (Figure 1c,d) is likely due to the fact that many different growth factor receptors share a conserved intracellular receptor tyrosine kinase (RTK) domain, which triggers similar downstream events upon ligand (GF) binding. Global expression profiling studies with chimeric receptor derivatives in mouse fibroblasts indicate that the different intracellular signaling domains of a growth factor receptor, although they may activate distinct signal transduction pathways, induce largely overlapping sets of genes [24].

Despite the largely overlapping transcriptional response of the different mitogenic treatments, we could identify hundreds of genes that were differentially regulated when we compared serum treatment with the other growth factors (Class II genes, Figure 4). Since serum is a better cell proliferation stimulus than the other growth factors [47-49], we firstly expected to see differences in the expression of cell cycle related genes. Indeed, cyclin C and *CDK6*, which are believed to be especially important in the G0 to G1 transition of cells [4], are among the set of genes more strongly upregulated by serum (Figure 6). However, the actual expression differences of these two genes among the two groups are minor and it is not clear how significant they are. Secondly, one would expect to see differences in signaling pathways because serum would be expected to activate not only growth factor related RTKs, but also other cytokine RTKs or hormone related G-protein coupled receptors. Indeed, we observed differences in the expression of many genes involved in mediating the MAP kinase, PI3 kinase, DAG and G-coupled receptor pathways. 

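With LY294002 present, 0 of the measured genes of the MAP kinase, PI3K, diacylglycerol and growth factor receptor groups differed between serum and the growth factors at FDR 0.01 over all genes in limma, with 3 of 11, 4 of 12, 1 of 8 and 1 of 7 genes at an unadjusted p under 0.05. Of the PI3K pathway genes, TSC2, which restrains mTOR signalling, differed by -0.88 on the log2 scale (standard error 0.22, adjusted p = 0.0596) and was the 1 member that passed when adjusted over the list alone (adjusted p = 0.00639). The Class II clone of INPP4B, a phosphoinositide phosphatase, had no value, and another probe of the gene differed by -0.70 (-0.44 on centred arrays), while a further one, with 2 serum arrays, had means of 0.58 after serum and 0.60 after the growth factors. Of the growth factor receptor genes, PDGFRA, a PDGF receptor, differed by -0.75 (standard error 0.18, adjusted p = 0.0456) and was likewise the 1 member past the threshold when adjusted over the list alone (adjusted p = 0.00112). Centred on each array's median, TSC2 and PDGFRA both differed by -0.51 (adjusted p = 0.0566 and 0.0628).
Of 11 MAP kinase pathway genes, 2 lay above 0, and 0 passed when adjusted over the list alone. The adaptor GRB2 differed by -0.71 (standard error 0.22, adjusted p = 0.0841) and the kinase MAP4K4 by -0.56. All 8 genes of diacylglycerol and protein kinase C signalling lay below 0, with PRKD1 at -0.57, and 0 passed when adjusted over the list alone.
Against the shift of the serum arrays these groups did not stand out. The list medians were -0.19 for MAP kinase, -0.33 for PI3K, -0.20 for diacylglycerol and -0.14 for receptor genes as deposited, and 0.08, -0.04, 0.08 and 0.12 on centred arrays. Camera with a preset correlation of 0.01 gave adjusted p = 0.938, 0.586, 0.938 and 0.847 in the same order. Genes of G protein-coupled receptors were not among the lists tested. The lists came from textbook knowledge and from genes the paper names, and were not restricted to Class II genes. In simulated data the test by probe found 4% of log2 differences of 0.5 and 64% of those of 1. Without arrays of uninhibited cells, 0 genes past the threshold cannot tell whether LY294002 reduced these differences.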

Interestingly, treatment with a PI3K pathway inhibitor specifically reduced or eliminated most of these differences, suggesting that the PI3K pathway has a more prominent role in the response of fibroblasts to serum.

### Conserved and specialized gene expression programs and regulation

The fibroblasts we used originated from different tissue sources (skin and lung) and their slightly different transcription profiles in response to mitogenic stimulation may partly reflect their specialized physiological function in their tissue of origin. Anatomic origin-specific gene expression patterns for these cells have been described before [6], but the expression of most of those genes did not vary during the proliferative response in our study. Out of the 358 genes that were differentially expressed between the two cell types, around one-quarter of the annotated genes were related to cell cycle and signaling processes. The former group of genes reflects the fact that the proliferation rate of the WI-38 lung fibroblasts was considerably slower than that of the 2091 skin fibroblasts.

The presence of a cluster of miRNAs induced during early proliferation suggests that they may be involved in regulating this transition in quiescent fibroblasts. Some of the miRNAs in this cluster, such as *miR-125b*, *miR-143*, *let-7 *and *miR-21*, have recently been discovered to be related to cell differentiation, proliferation and apoptosis [50-53]. A role for *miR-21 *and *let-7 *in human fibroblast proliferation would be consistent with the finding that a conditional knockout of the miRNA processing enzyme dicer in mouse primary fibroblasts affects the expression of *miR-21 *and *let-7*, and slows down the growth rate of fibroblasts [54]. The expression pattern of these miRNAs in our study was well correlated with that of genes encoding immediate early transcription factors, such as *c-Myc*, *SRF*, *JUNB*, *EGR2 *and *EGR3*. Interestingly, *c-Myc *and *SRF *are known to regulate the expression of some miRNAs [55,56]. The correlation between the expression profiles of miRNAs and immediate-early transcription factors suggests possible co-regulation of miRNAs and other regulators by common immediate early transcription factors.

Our data support the existence of a conserved cell cycle gene progression program and, surprisingly, a conserved wound healing expression program among fibroblasts of distinct origins responding to distinct proliferative stimuli. Although tissue specific differences exist between these two types of cells, these specialized genes are, in general, not strongly responsive to growth stimuli. It will be interesting to similarly study commonalities and distinctions between growth-related expression programs among cells of more diverse origins, and dissect the contributions of individual regulatory proteins and non-coding RNAs to such global expression programs.

## Materials and methods

### Cell culture and growth factor/inhibitor treatments

Normal human diploid foreskin fibroblast cell line 2091 and lung fibroblasts WI-38 (ATCC, Manassas, VA, USA) at passage number 5 to 10 were used. Cells were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% FBS and 100 units penicillin-streptomycin. Unsynchronized cells were normally growing cells at 80% to 90% confluence. For serum starvation, cells were grown to about 60% confluence in 10 cm petri dishes and washed three times with DMEM without serum. Low serum (0.1% FBS) DMEM was then added to the dishes followed by a 48 h incubation. Then, the medium was replaced by fresh DMEM with 10% FBS or DMEM with 0.1% FBS plus different GFs. GFs (Upstate, Charlottesville, VA, USA) were prepared according to supplier's instructions and added to the medium to a final concentration of 50 ng/ml (EGF), 100 ng/ml (FGF) and 40 ng/ml (PDGF). For LY294002 treatment, serum starved 2091 cells were treated with 25 μM LY294002 (Promega, Madison, WI, USA) for 30 minutes prior to GF or serum treatment. Cells were collected right before LY294002 treatment, before serum/GF stimulation (0 h) and 5 subsequent intervals (0.5, 1, 2, 4 and 8 h). For U0126 treatment, serum starved 2091 cells were treated with 10 μM U0126 (Promega) for 15 minutes prior to 10% serum treatment. Cells were collected at the same time points as for LY294002.

### RNA isolation and amplification

Total RNA was isolated with Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions. Total RNA quantity and quality was determined by a high-resolution electrophoresis system (Agilent Technologies, Palo Alto, CA, USA). Universal human reference RNA (Stratagene, La Jolla, CA, USA) was used for the reference channel in all hybridizations. RNA amplification was based on the methodology developed at Stanford University [57]; 1 μg total RNA was co-denatured with 0.5 μg T7-oligo dT primer (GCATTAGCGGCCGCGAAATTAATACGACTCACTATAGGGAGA-(dT)21V) at 70°C for 5 minutes and then chilled on ice. Reverse transcription was carried out in a 20 μl reaction, containing 1 μl of SuperScript II (200 U/μl; Invitrogen), 1 μl RNase inhibitor (40 U/μl; Promega), 4 μl of 5x 1st strand buffer, 2 μl of 0.1 M DTT, 1 μl diethylpyrocarbonate (DEPC) treated water, and 1 μl of 10 mM dNTP mix (PE Applied Biosystems, Foster City, CA, USA). After 2 hours incubation, 2nd strand cDNA synthesis was carried out by adding 2.5 μl *Escherichia coli *DNA polymerase I (10 U/μl; NEB, Beverly, MA, USA), 1.5 μl *E. coli *DNA ligase (10 U/μl; NEB), 1 μl RNase H (10 U/μl; Ambion, Austin, TX, USA), 3 μl of 10 mM dNTP mix, 10 μl of 10x 2nd strand synthesis buffer, and 62 μl DEPC-treated water. The reaction was incubated at 16°C for 2 hours, followed by DNA purification. 1 mg linear acrylamide (Ambion) and 100 μl Phenol:Chloroform:Isoamyl Alcohol (25:24:1; Invitrogen) were added to the reaction. The aqueous phase was then isolated using phase lock gel (Eppendorf, Hamburg, Germany) followed by the addition of 50 μl of 7.5 M ammonium acetate, and 375 μl of 100% ethanol. The cDNA was precipitated immediately by centrifugation and washed twice with 70% ethanol. The cDNA pellet was resuspended in 8 μl water and subject to *in vitro *transcription using the T7 MegaScript kit (Ambion) followed by purification using the RNeasy Mini kit (Qiagen, Hilden, Germany) according to manufacturer's instructions.

### microRNA preparation

Total RNA was isolated using either the mirVana miRNA Isolation Kit (Ambion) or Trizol (Invitrogen) according to manufacturers' instructions. A FlashPAGE fractionator (Ambion) was used to isolate miRNA from total RNA. Briefly, 75 μg total RNA sample was mixed with a dye and loaded onto a denaturing acrylamide gel matrix. RNAs smaller than 40 nucleotides were recovered after fractionation using the flashPAGE Reaction Cleanup kit. The mirVana miRNA labeling Kit (Ambion) was then used to label the enriched miRNAs. A mixture of unmodified and amine-modified nucleotides were added to the 3' end of each miRNA by poly(A) polymerase. The amine group on the modified miRNA was coupled to NHS-ester linked Cy5 or Cy3 dyes (GE Healthcare (formerly Amersham Bioscience), Piscataway, NJ, USA). Unincorporated dyes were removed with a glass fiber-based filter after a one hour coupling reaction.

### cDNA microarrays

We printed cDNA microarrays on poly L-lysine coated microscope slides using a custom-built robotic arrayer. Each slide was printed with about 47,000 sequence-verified IMAGE clones (Research Genetics/Invitrogen). Labeled cDNA from 3 μg of Amplified Universal Human Reference total RNA and amplified total RNA extracted from cells were used as the two channels for each hybridization. The amino-allyl labeling and hybridization protocols are described online [58]. Cy3 and Cy5 labeled cDNAs were mixed with 10 μg human Cot-1 DNA, 5 μg polyA RNA, and 5 μg yeast tRNA (Invitrogen). Hybridizations were performed in humidity chambers (Corning, Corning, NY, USA) at 65°C for 16 hours. Slides were then washed, dried, and scanned using an Axon GenePix 4000 scanner (Axon)

### cDNA microarray data analysis

Microarray images were quantified using GenePix 4.0 software (Axon). Data were uploaded to the Longhorn Array Database as well as the Acuity 4.0 database (Axon). Array normalization and spot filtering were done using Acuity. We excluded spots with sum of median intensity less than 150 or spots that had been flagged during visual gridding. For subsequent analysis, we used the log_2 _of the background subtracted, normalized median spot intensities of ratios from the two channels (Cy5/Cy3). Data were normalized in Acuity such that the mean of the median of ratios of all good features equaled 1.0. Data for each time course were then transformed to show expression changes for each gene relative to the zero time point, by dividing the median of ratios in the time zero replicates from the corresponding data measured in each time point. Three replicate time-courses were done for each treatment and only genes with at least 80% of expression measurements present were considered technically adequate and were included in the subsequent analysis.

To identify consistently induced genes, we selected those with more than twofold change (median of ratios) in at least 15 array experiments, which yielded 1,552 cDNA probes. After removing cDNAs with no known Unigene annotation or those that matched multiple Unigene clusters, we were left with 1,304 cDNAs that were subjected to hierarchical clustering. By using average linkage clustering, two main clusters of genes showing consistent induction (after removing two small clusters of inconsistently varying genes) were picked for further analysis, which contain 237 genes represented by 278 cDNA probes. Consistently repressed genes whose expression was reduced relative to the time zero samples in at least 85% of the arrays were selected directly from the expression data. This set with 237 genes represented by 250 cDNA probes was then hierarchically clustered.

To identify genes differentially expressed between different treatment groups (Class II and Class III genes), a Student's *t*-test was performed and the FDR was calculated using the Benjamini-Hochberg method in Acuity. For Class II genes, the two groups were all the serum treated samples as one group, and all the GF treated samples as another. For Class III genes, the two groups were all the foreskin fibroblast samples as one group and all the lung fibroblast samples as another. Genes with FDR = 0.01 were considered expressed differently between two groups. Hierarchical clustering was also done in Acuity or by using Cluster and TreeView. Clones were queried in the SOURCE database [59]. Unigene ID, gene symbol, and GO annotation were thus obtained and used for functional classification.

### miRNA microarrays and analysis

DNA oligonucleotides corresponding to 206 miRNAs and controls were purchased from Ambion. Sequences of these miRNAs are provided in Additional data file 9. These probes were resuspended in 3x saline sodium citrate (SSC) with 0.01% SDS at 50 μM and spotted on Nexterion epoxy Slide E (Schott, Mainz, Germany) Slides were rehydrated and dried normally, and were then blocked in a solution containing 100 mM ethanolamine, 1 M Tris (pH 9.0), and 0.1% SDS for 20 minutes at 50°C, then rinsed with water several times and spun dry. Labeled miRNAs were mixed with 3x miRNA hybridization buffer (Ambion) to 36 μl and heated at 95°C for 3 minutes. Slides were hybridized at 42°C for 14 to 16 hours and scanned like the cDNA arrays described above. Image gridding and preliminary analysis were done in GenePix Pro 5.0 (Axon). Data were then imported into Acuity 4.0 (Axon) for further normalization and analysis. Normalization was done by a ratio-based method. Generally, spots with intensity lower than 150 or with median of ratios higher than 5 or lower than 0.2 were excluded from the normalization. The ratio for each spot was adjusted so that the overall mean of medians of ratios equaled 1.0. Only those spots with intensity higher than 150 were selected for further analysis. Hierarchical clustering was done using complete linkage with uncentered Pearson correlation.

### Western blot analysis

Quiescent 2091 and WI-38 cells were treated for 2 hours with medium containing 10% FBS or 50 ng/ml EGF, 100 ng/ml FGF and 40 ng/ml PDGF. Cell lysates (50 mg of protein) were run on a 4% to 15% polyacrylamide gel (BioRad, Hercules, CA, USA) and transferred to PVDF membrane (Millipore, Billerica, MA, USA). The membrane was then blotted with the indicated antibody and processed using chemiluminescence (Santa Cruz, Santa Cruz, CA, USA). Antibodies used in this experiment were anti-*EGFR *(sc-03), anti-*H-Ras *(sc-520) and anti-*ERBB2 *(sc-7301), all from Santa Cruz Antibody. All western blot experiments were performed at least three times.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 lists the expression data of Class I genes. Additional data file 2 shows the DAVID analysis of enriched GO categories within Class I, Class II and Class III genes. Additional data file 3 is a histogram of expression peak timing. The graph shows the number of genes with peak expression levels at each of the indicated times after stimulation of quiescent cells, for each of the four treatments. We calculated the peak time for each Class I gene (genes induced by all treatments) for each time course. Data for skin and lung fibroblasts were considered in combination. Since we had two cell lines and three biological repeats of each time course, for each GF treatment, we took the median time point at which a gene showed its peak expression level. We then calculated the percentage of genes peaking at each time point for each treatment. EGF, FGF and PDGF tend to induce their peak expression levels between 2 and 4 hours, but expression peaks in response to serum are delayed up to 8 hours. Additional data file 4 shows the dose response of skin fibroblasts to FGF. Skin fibroblasts were treated with the indicated concentrations of FGF for 2 hours. Higher concentrations resulted in higher expression levels of induced genes, comparable to the expression levels seen after treatment of the same cells with serum. Data have been normalized to the time zero sample value. However, although serum treatment resulted in overall higher expression levels, their peaks of expression were generally delayed as compared to FGF treatment. Additional data file 5 lists the expression data of Class II genes. Additional data file 6 shows the tissue-specific gene expression in skin and lung fibroblasts. Relative gene expression levels of quiescent skin fibroblasts and lung fibroblasts are shown such that red indicates high expression in skin fibroblasts and green indicates high expression in lung fibroblasts. The right hand portion of the cluster shows data from this study. Since a common universal reference sample was used in all experiments, we divided the ratio of skin versus reference by the ratio of lung versus reference to obtain skin versus lung data sets from a number of independent replicate experiments. The left hand side shows comparative data from an earlier study [6]. Additional data file 7 lists the expression data of Class III genes. Additional data file 8 lists the expression data of miRNA genes. Additional data file 9 provides the sequences of all miRNAs included on the miRNA microarray.

## Supplementary Material

Additional File 1 Expression data of Class I genes Click here for file

Additional File 2 DAVID analysis of enriched GO categories within Class I, Class II and Class III genes Click here for file

Additional File 3 The graph shows the number of genes with peak expression levels at each of the indicated times after stimulation of quiescent cells, for each of the four treatments. We calculated the peak time for each Class I gene (genes induced by all treatments) for each time course. Data for skin and lung fibroblasts were considered in combination. Since we had two cell lines and three biological repeats of each time course, for each GF treatment, we took the median time point at which a gene showed its peak expression level. We then calculated the percentage of genes peaking at each time point for each treatment. EGF, FGF and PDGF tend to induce their peak expression levels between 2 and 4 hours, but expression peaks in response to serum are delayed up to 8 hours. Click here for file

Additional File 4 Skin fibroblasts were treated with the indicated concentrations of FGF for 2 hours. Higher concentrations resulted in higher expression levels of induced genes, comparable to the expression levels seen after treatment of the same cells with serum. Data have been normalized to the time zero sample value. However, although serum treatment resulted in overall higher expression levels, their peaks of expression were generally delayed as compared to FGF treatment Click here for file

Additional File 5 Expression data of Class II genes Click here for file

Additional File 6 Relative gene expression levels of quiescent skin fibroblasts and lung fibroblasts are shown such that red indicates high expression in skin fibroblasts and green indicates high expression in lung fibroblasts. The right hand portion of the cluster shows data from this study. Since a common universal reference sample was used in all experiments, we divided the ratio of skin versus reference by the ratio of lung versus reference to obtain skin versus lung data sets from a number of independent replicate experiments. The left hand side shows comparative data from an earlier study [6] Click here for file

Additional File 7 Expression data of Class III genes Click here for file

Additional File 8 Expression data of miRNA genes Click here for file

Additional File 9 Sequences of all miRNAs included on the miRNA microarray Click here for file

## Figures and Tables

**Figure 1:**
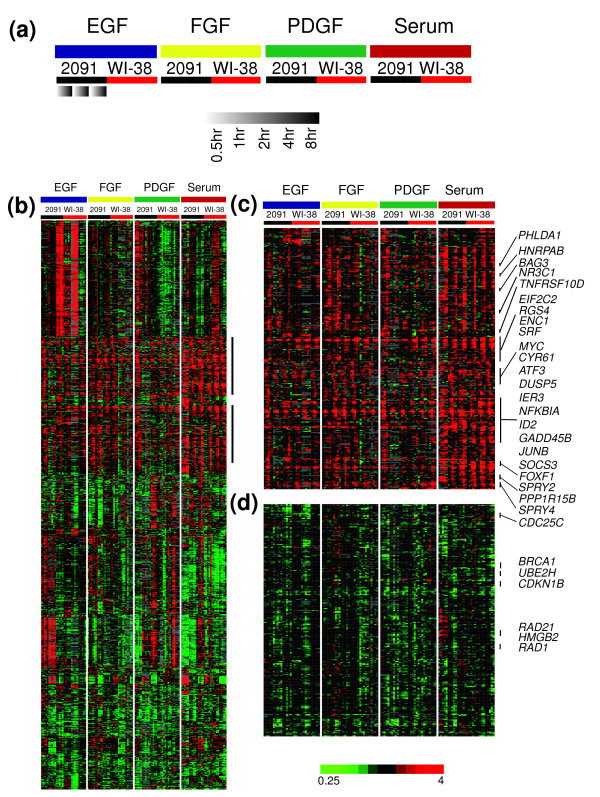
Experimental set up and overall expression profiles. **(a) **The time course of gene expression was determined during the response of two different fibroblast types; 2091 derived from foreskin and WI-38 derived from fetal lung. Each was treated with either the indicated GFs, epidermal growth factor (EGF), fibroblast growth factor (FGF), platelet derived growth factor (PDGF) or FBS (Serum), and three replicate time courses were run for each treatment. The layout of the samples in the other panels as well as in Figures 2-6 is as shown here. **(b) **Hierarchical cluster of 1,304 genes with a minimum expression change of twofold in at least 15 array experiments and with data present in at least 80% of all array samples. cDNAs with no known Unigene annotation or mapping to multiple Unigene clusters were removed. Black bars on the right indicate consistently induced genes. **(c) **Sub-cluster branches containing the consistently induced genes were selected and re-clustered. This set included 237 genes represented by 278 cDNA probes. **(d) **Consistently repressed genes were selected directly from expression data as described in Materials and methods and clustered. This set included 237 genes represented by 250 cDNA probes.

**Figure 2:**
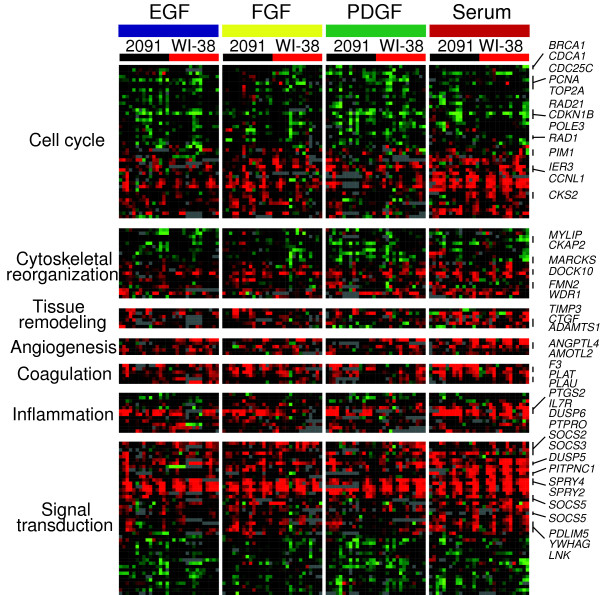
Functional groupings in consistently expressed genes. Genes with consistent expression patterns across all treatments (Class I genes) were manually grouped into several functional categories as indicated, based on annotations from Unigene and GO.

**Figure 3:**
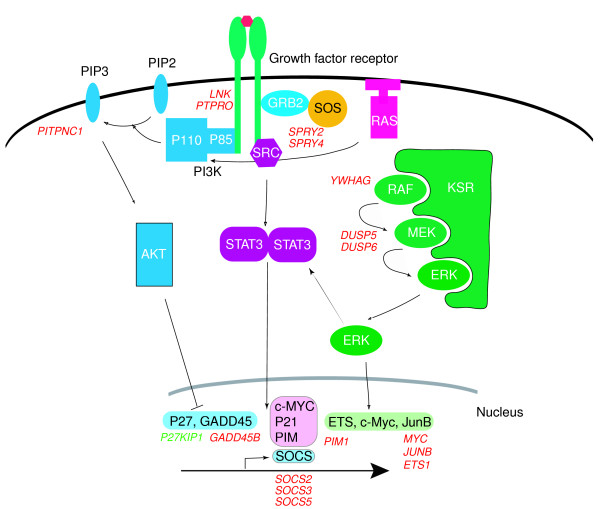
Signaling pathways activated by serum and GF treatments. Major components from three pathways, the PI3K pathway, the JAK/STAT pathway and the MAP kinase pathway are indicated. Class I genes with consistent expression profiles across all treatments in our experiments are indicated by red (up-regulated) or green (down-regulated) at their appropriate position in each of the pathways.

**Figure 4:**
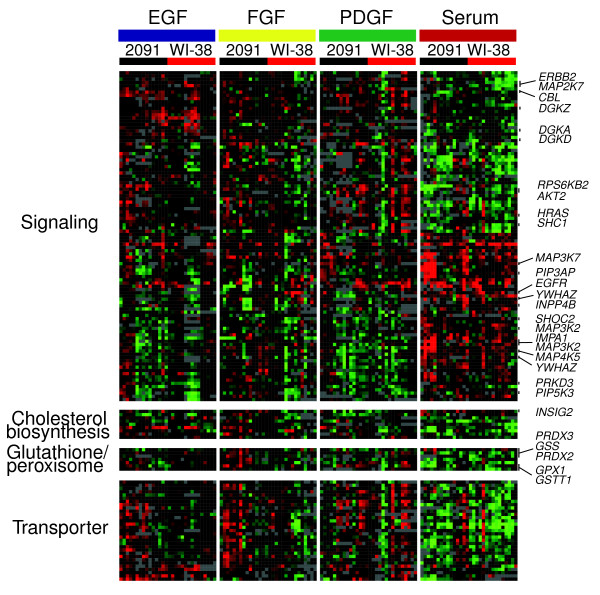
Class II genes showing differential expression responses to serum versus GFs. Genes in this category were identified through the use of a *t *test with false discovery rate (FDR) less than 1%. The two groups for the *t *test were all the serum treated samples as one group, and all the GF treated samples as another. Genes involved in signal transduction, cholesterol biosynthesis, glutathione/peroxisome synthesis and transporters are indicated.

**Figure 5:**
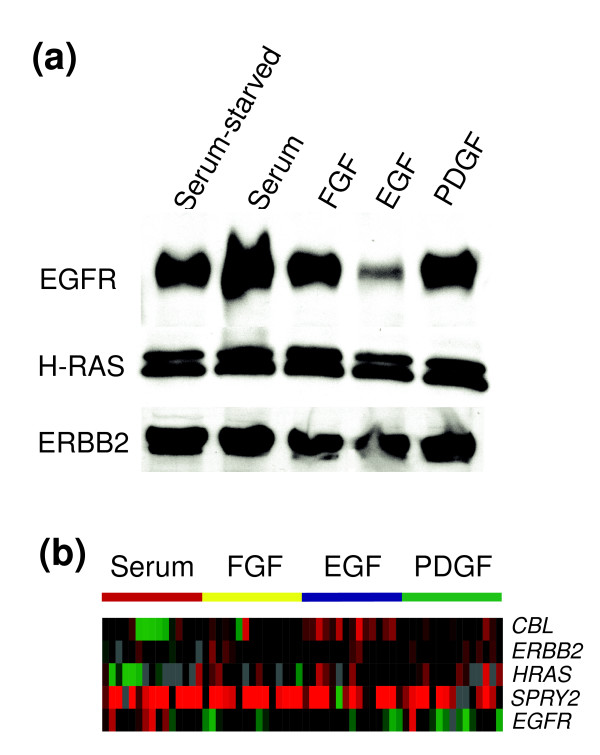
A putative regulatory circuit involving *EGFR*. **(a) **Protein expression levels in skin fibroblasts 2 hours after treatment with serum or individual growth factors. Total protein extracts from treated cells were loaded equally on a gel followed by western blot analysis using *EGFR*, *HRAS *and *ERBB2 *antibodies. **(b) **mRNA expression patterns for *CBL*, *ERBB2*, *HRAS*, *SPRY2 *and *EGFR *across all growth stimulations in foreskin fibroblasts. *EGFR *mRNA is more strongly induced by serum compared to the GFs, but the induction of EGFR protein is only modest in response to serum. Its negative regulator, CBL, is more strongly induced at the RNA level in response to EGF, concordant with the strong down-regulation of EGFR protein in EGF treated cells.

**Figure 6:**
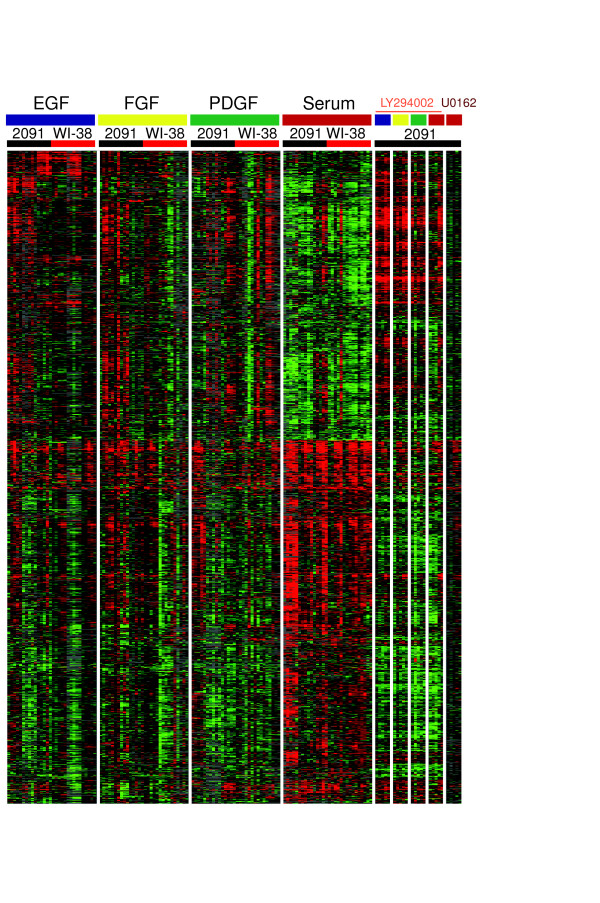
Role of the PI3K pathway in mediating differences between serum and GF response. A cluster view of the 1,379 Class II clones showing differential expression between serum and other GF treatment groups is shown. The right hand side shows the expression profiles of these Class II genes in foreskin fibroblasts when quiescent cells were first treated with either LY294002 (a PI3K inhibitor) or U0126 (a MAPK pathway inhibitor) before growth stimulation with serum or growth factors for LY294002 or serum for U0126. Inhibition of the PI3K pathway, but not the MAPK pathway, converted the expression profiles of Class II genes after serum treatment to a pattern similar to that after GF treatment.

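Of the Class II clones under LY294002, PPP1R14C, an inhibitory subunit of protein phosphatase 1, stood highest after serum relative to the growth factors among those that passed a test. On centred arrays PPP1R14C was 1.36 higher (standard error 0.21, adjusted p = 0.00304 from limma), and as deposited 1.15 higher (adjusted p = 0.0320). SMAD7, an inhibitor of TGF-β signalling, was 1.13 higher on centred arrays (standard error 0.17, adjusted p = 0.00304) and 0.87 higher as deposited (adjusted p = 0.0645). UAP1, which makes UDP-N-acetylglucosamine, was 0.87 higher on centred arrays (adjusted p = 0.00669), and an unnamed clone was the fourth to pass there. None of the 4 passed FDR 0.01 as deposited or after quantile normalization. They are named because they passed, not by the rule for named genes. The 5 serum arrays come from 1 time course. These standard errors and p-values thus measure the spread between arrays and not between cultures.
The held copy of the Class II table is truncated, with 1258 of 1379 clones, so no set test was made on it. Values on enough arrays were available for 605 clones. Their median difference between serum and the growth factors was -0.25, against -0.26 for the other 6152 probes, and the spread (median absolute deviation) was 0.23 against 0.24. Serum was higher for 18.8% of the clones as deposited, 53.6% on centred arrays and 47.1% after quantile normalization. The means differed by more than 1 on the log2 scale for 1 clone as deposited and 5 when centred.
Across the 605 clones, which are not independent replicates, the mean after serum correlated with the mean after the growth factors with r = 0.87. The same figure for a growth factor against the other stimuli was 0.96 for EGF, 0.94 for FGF and 0.94 for PDGF. A time zero shared between the courses would raise such a correlation, and in simulations of unchanged clones that assume one, it gave r = 0.87 with 1 time zero array and 0.71 with 3. The covariance in those simulations was 0.149 with 1 time zero array and 0.050 with 3, against 0.249 observed. The simulated clones carry no effect of LY294002 by itself, which by the deposited record is part of every value. The excess therefore cannot separate such an effect from a likeness of the responses to serum and the growth factors. The change from early (0.5 and 1 h) to late (4 and 8 h) times, in which time zero cancels, correlated between serum and the growth factors with r = 0.59 across the 593 clones with values at both, against 0.68 for EGF, 0.54 for FGF and 0.51 for PDGF.
The paper's own columns for EGF and FGF without inhibitor have a mean above 0 for 397 of these clones and below 0 for 208. On centred arrays with LY294002, the first group had a median of 0.28 after serum and 0.21 after the growth factors. The group below 0 had medians of -0.19 and -0.20. These means hide a difference at 8 h, where the group below 0 had a median of 0.06 after serum. The 8 h medians of this group were -0.20 after EGF, -0.26 after FGF and -0.23 after PDGF. At the earlier times its serum medians were -0.34 to -0.07. Serum lay above 0 for 283 of the 397 and below 0 for 136 of the 208. As deposited, these counts were 161 and 187.

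**Figure D3:**
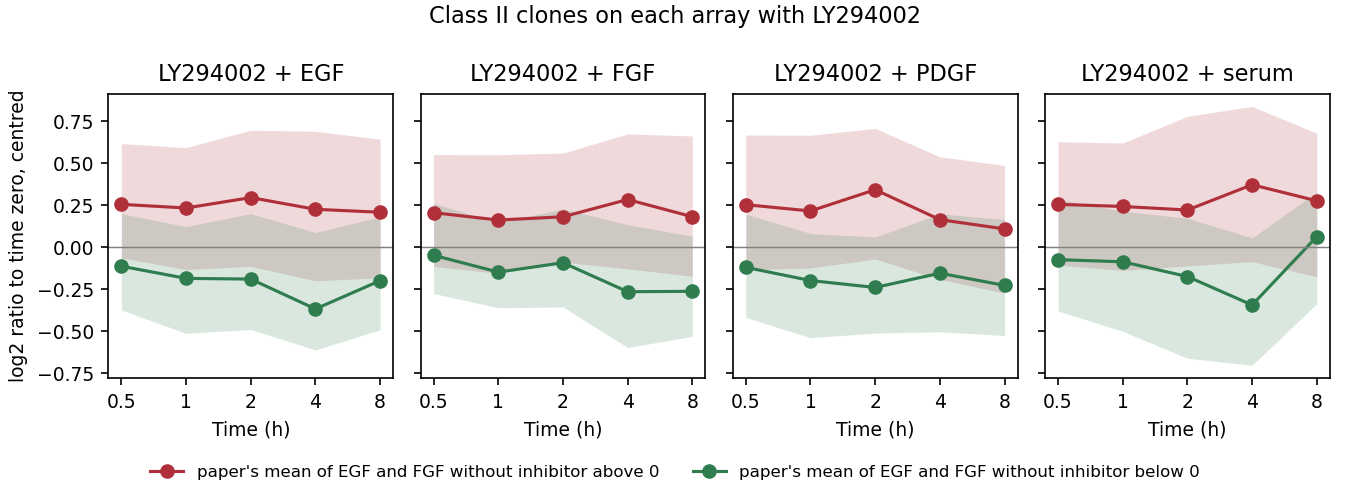
Median (line) and quartiles (band) of the centred log2 ratio to time zero of Class II clones on each array with LY294002, by time in h and stimulus. Clones are split by the sign of the paper's mean of EGF and FGF without inhibitor, 397 above 0 (red) and 208 below 0 (green).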

**Figure 7:**
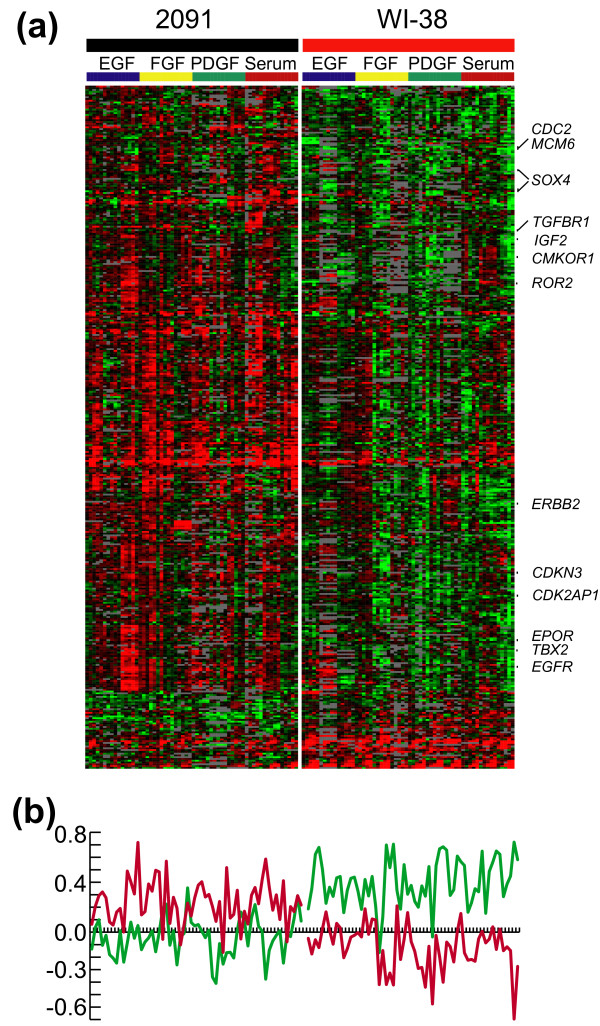
Class III genes differentially expressed between skin and lung fibroblasts during their transition from quiescence to proliferation. **(a) **A cluster of 385 genes differentially expressed between skin and lung fibroblasts, identified by using a *t *test and setting the FDR to 1%. **(b) **Average profiles of genes that were either highly expressed (red line) or repressed (green line) in skin fibroblasts relative to lung fibroblasts. The majority of Class III genes are in the former category and many of them reflect the higher proliferation rate of the skin fibroblasts.

**Figure 8:**
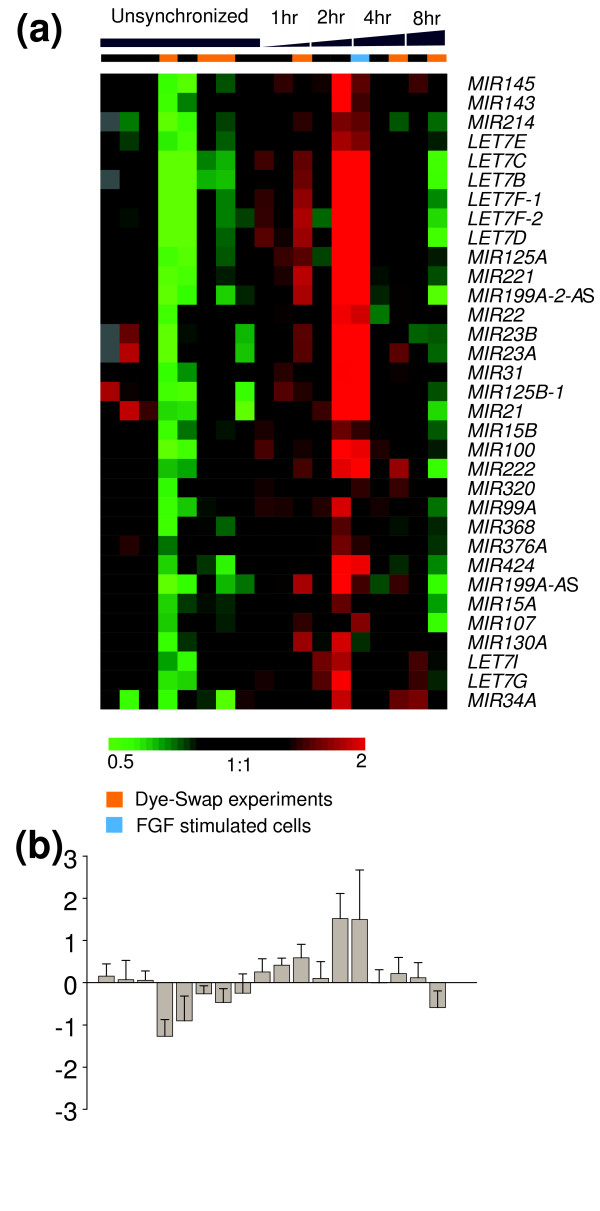
Expression profiles of miRNAs in skin fibroblasts. **(a) **A cluster of 33 miRNAs induced during early proliferation but repressed in asynchronously growing cells and late during proliferation. 10% serum was used in all these stimulation treatments except for one FGF (100 ng/ml) treatment as indicated. The colors representing ratios from the dye-swap experiments were inverted to be consistent with the non-dye swap samples. **(b) **Averaged expression level for each condition in the above clustering image.

# Supplementary material for: PI3K signaling and miRNA expression during the response of quiescent human fibroblasts to distinct proliferative stimuli
**Source:** Genome Biol. 2006 May 31;7(5):R42. doi: 10.1186/gb-2006-7-5-r42
**Supplement:** Additional File 6 — Relative gene expression levels of quiescent skin fibroblasts and lung fibroblasts are shown such that red indicates high expression in skin fibroblasts and green indicates high expression in lung fibroblasts. The right hand portion of the cluster shows data from this study. Since a common universal reference sample was used in all experiments, we divided the ratio of skin versus reference by the ratio of lung versus reference to obtain skin versus lung data sets from a number of independent replicate experiments. The left hand side shows comparative data from an earlier study [6]

Foreskin/Lung  
Serum Starved

2091/WI-38 Serum Starved

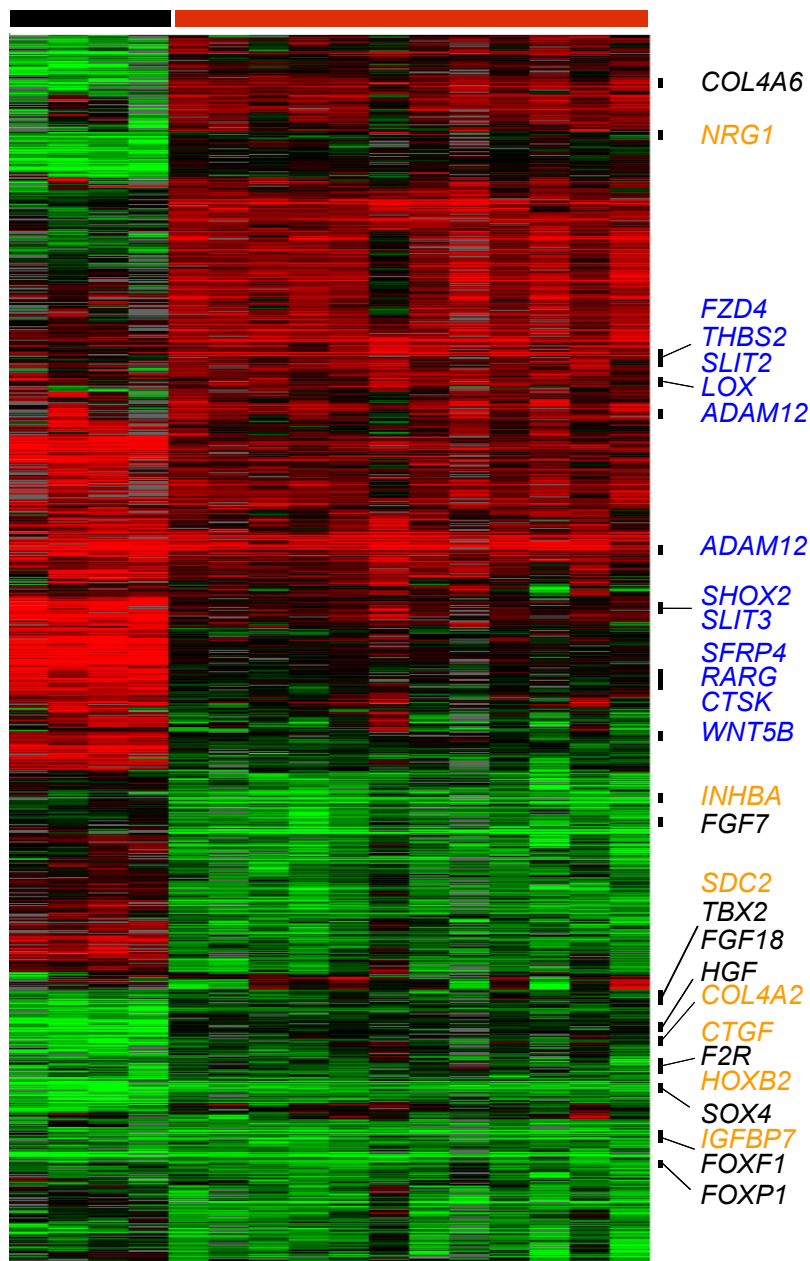

■ lung specific

■ fetal specific

■ cutaneous specific

How the deposited data were processed for this re-analysis (not part of the article)

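The deposited series matrix holds 20 two-colour cDNA arrays of foreskin fibroblasts treated with LY294002 and then with EGF, FGF, PDGF or serum, at 5 times and with 1 time course per stimulus. Its log2 values were made by the authors before deposition: spots were read in GenePix and filtered in Acuity, each array was scaled to a mean ratio of 1, the ratios of each time course were divided by those of its time zero, and the log was taken. They were used as deposited. No arrays of uninhibited cells, of U0126, of lung fibroblasts or of miRNA were analysed, and conclusions on those samples have no data here. The paper's Class I and Class II tables served to assign probes to classes, and their EGF and FGF columns are the paper's values.

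Of the probes, 22013 carried 1 gene symbol, 843 several and 23611 none, and 21930 were named through their Entrez identifier with the gene names of GRCh38.p14. Tests were made in R 4.3.3 with limma 3.58.1, by probe and, for gene lists, on the mean of a gene's probes. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The comparisons were serum against the growth factors and each growth factor against the other stimuli (time as a factor), the mean over all arrays against time zero, and late (4 and 8 h) against early (0.5 and 1 h) times (stimulus and time as factors). The difference between serum and the growth factors in the change from early to late times was added after the data had been seen. All tests were two-sided with Benjamini-Hochberg adjustment at an FDR of 0.01. The count of probes changed from time zero also asks for a mean change of at least 1 on the log2 scale, while the counts for gene lists and Class I probes use the FDR alone. A contrast was fitted as a coefficient of the design, so that its standard error is exact where values are missing, and a gene was tested where its values give the contrast.

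The comparisons, the alternatives other than those named as added, and 37 gene lists, of which 30 had at least 5 measured genes, were fixed before the data were examined. The lists came from textbook knowledge and from genes the paper names. Lists were tested with the statistic of camera at a preset correlation of 0.01, and again with a correlation estimated from the residuals. Genes are named by a rule set at the same time: every Class II gene named in the text or labelled in Fig. 4 or Fig. 5, up to 10 genes in each direction with the largest coefficient that passed and kept its direction at every time, array or stimulus, up to 4 members of each list that passed, and the Class I genes named in the text. Genes named outside it are said to be so, or are given as values of a list's members.

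The alternatives were centring each array on its median, quantile normalization, probes present on all 20 or on at least 10 arrays, an FDR of 0.05, leaving out each time or stimulus, no time term, the t-test of the methods, a random block per time course, no minimum change, and 8 h against 0.5 h. Those added after seeing the data were fits on the 4 and 8 h arrays, fits without the arrays of few probes, a random block on centred arrays, and a stricter gene filter for the difference in change. Samples within a time course are not independent, and with 1 course per stimulus a stimulus cannot be separated from its course. No p-value covers the error of time zero, and where each course has its own, that error is part of every comparison between stimuli.

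The functions were tested on simulated data with known changes. Depth on these arrays shows as the number of probes with a value and as signal over background, which the table does not give, and the number of arrays limits the precision. Outliers among arrays of a stimulus or a time were sought with Dixon's test on array medians, probe numbers and the medians of the Class I probes and of 2 gene lists. A list median was tested only where at least 5 of its genes had a value on every array of the group. That minimum was set after a first pass had picked out the inflammation list on the PDGF array of 1 h, which rested on fewer genes, and that result is not reported as an outlier.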

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

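Among the tests in this part, the difference in change between serum and the growth factors, the tests on the 4 and 8 h arrays, the splits by whole time course, the effect of scaling on both gene lists, the estimated correlation on centred arrays and the sterol test with its stricter gene filter were chosen only after the result was seen.

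The median log2 ratio of the PDGF array of 1 h was -0.96, with the nearest of the other PDGF arrays at -0.31, and that of the serum array of 2 h was -0.76, with the nearest of the other 2 h arrays at -0.31. Both lie farther from the rest of their group than Dixon's 95% critical value allows. In all 52 such tests were run, and chance alone picks out about 5% of groups.

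The change from early to late times differed between serum and the growth factors for 7 of 2884 genes on centred arrays (limma, FDR 0.01). GADD45B, a stress-response gene, kept a high level after serum and came down after the growth factors, a difference in change of 1.93 (standard error 0.26, adjusted p = 0.00259). SLC7A5, a transporter of large neutral amino acids, differed by 1.97 and NAV3 by 2.17, both with adjusted p = 0.00165. HMGCS1, an enzyme early in cholesterol synthesis, came down further after serum, by a difference of -1.15 (standard error 0.19, adjusted p = 0.00655). TUG1, a long noncoding RNA, differed by -1.54, UBR3 by -1.82 and the angiomotin gene AMOT by -1.47. Serum has 1 array at each time, and the fit gives each stimulus group and time its own mean. The standard errors and p-values for these genes thus rest on the spread among the growth factors alone. Variation between serum courses was not measured. As deposited, 0 genes passed in limma, with 306 at an unadjusted p under 0.05, and after quantile normalization 2 did, SLC7A5 and GADD45B (adjusted p = 0.00339 and 0.00618). A stricter filter, also chosen after the result was seen, kept the 2508 genes with a value in every cell of stimulus group and time. Of these, 5 passed on centred arrays and 0 as deposited.

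The serum arrays stood apart from the growth factor arrays more than any growth factor did from the other stimuli: the spread of the differences over probes was 0.24 for serum, against 0.15 for EGF, 0.18 for FGF and 0.20 for PDGF. With the 4 and 8 h arrays alone, the spread after serum was 0.820 times the largest of the growth factors, but this came from a wider spread for PDGF (0.32), while that for serum was 0.26, for FGF 0.25 and for EGF 0.21. On all arrays, centred, serum was also the widest (0.23 against 0.14, 0.15 and 0.17), so the few probes and low medians of the serum arrays of 0.5, 1 and 2 h are neither shown to be the source nor excluded. In limma 0 probes passed for serum, EGF, FGF or PDGF, with 1712, 1034, 197 and 547 at an unadjusted p under 0.05, and as no count can be under 0, all 100 drawn splits that take 1 stimulus at each time as the odd one reach it by construction (highest other count 1) and say nothing about chance. A biological difference between serum and the growth factors stays open too.

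Genes of inflammation were higher after serum as a group: the 8 measured had a median difference of 0.44, against -0.26 over all genes, and 6 lay above 0 (camera, adjusted p = 2.94e-06, and adjusted p = 0.161 with an estimated correlation). Over all genes 0 of the 8 passed in limma (4 at an unadjusted p under 0.05), and 3 passed when adjusted over the list alone, the chemokine gene CXCL1 (1.21, standard error 0.31) and the NF-κB inhibitors NFKBIA (0.74) and TNFAIP3 (0.70), while IRF1 was at -0.64 and CXCL2 at -0.35. The scaling of the arrays and the arrays of few probes are argued against by list medians of 0.73 on centred arrays (adjusted p = 9.16e-04, and 0.0829 with an estimated correlation) and of 0.71 on the 4 and 8 h arrays, centred (adjusted p = 3.90e-04, and 0.357 with an estimated correlation). Of 100 drawn splits, 2 gave a camera statistic as far from 0 as the real 5.34 (highest other 7.27). That share is under 5%, but it is not adjusted for the 30 lists tested, from which this called list was taken. A chance choice of single arrays is therefore not excluded. These splits also break up the time courses. With whole courses as the odd one, 1 of 4, serum itself, reached that statistic (highest other 4.16), too few for a share under 5%. A response to serum components that purified growth factors lack may underlie this, but it was not tested and remains a hypothesis. A difference of the serum time course as a whole, its time zero included, is not excluded, and the call ends with an estimated correlation.

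Genes of cholesterol synthesis were lower after serum as a group: all 9 measured lay below 0, with a median of -0.57 (camera, adjusted p = 5.03e-04, and adjusted p = 0.817 with an estimated correlation), 0 passed over all genes in limma (8 at an unadjusted p under 0.05), and MSMO1 (-1.15, standard error 0.21) and MVD (-0.80) passed when adjusted over the list alone. Scaling and the arrays of few probes are argued against by list medians of -0.30 on centred arrays (adjusted p = 9.16e-04, and 0.249 with an estimated correlation) and of -0.49 on the 4 and 8 h arrays, centred, where 1 of 12 genes lay above 0 (adjusted p = 4.26e-05, and 0.357 with an estimated correlation). Of 100 drawn splits, 3 gave a camera statistic as far from 0 as the real 4.06 (highest other 4.39). That share is likewise not adjusted for the 30 lists tested, so a chance choice of single arrays is not excluded. A difference of the serum time course as a whole is not excluded either. Of 4 whole courses 1, serum itself, reached that statistic (highest other 2.60), and 4 are too few for a share under 5%. A candidate explanation is that sterols in serum repress the genes of their own synthesis, which predicts a larger fall with time after serum. The list median of the difference in change was -0.60 on centred arrays, with adjusted p = 0.0110 from camera. For the values as deposited the adjusted p was 0.0704, and 0.975 with an estimated correlation. An estimated correlation was not applied to this test on centred arrays. Restricted to the 2508 genes with a value in every cell of stimulus group and time, the same test gave adjusted p = 0.00812 on centred arrays and 0.0507 as deposited, so that the test lies at its threshold and leaves the sterol hypothesis undecided.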

How the results depend on the processing

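Chosen only after the results were seen were the 4 and 8 h fits, the fits without arrays of few probes, the random block on centred arrays, and the difference in change with its gene filter. Serum against the growth factors gave 0 probes as deposited, and 0 after quantile normalization, on probes present on all arrays, with no time term, with the t-test of the methods and with a random block. It gave 8 on centred arrays (7 higher), 1 on probes with 10 arrays, 46 at an FDR of 0.05 (3 higher), 46 with a random block on centred arrays (32 higher), 7 on the 4 and 8 h arrays (6 higher), 4 on these when centred (4 higher), 22 without the PDGF 1 h array (0 higher) and 11 without it and the serum arrays of 0.5, 1 and 2 h (10 higher). Leaving out 1 time or stimulus gave 0 to 29, with 29 without 4 h (0 higher), 11 without PDGF (0 higher), 2 without 1 h, 2 without 8 h and 1 without 2 h. Each growth factor against the other stimuli kept 0 in every alternative run, with 1034 probes for EGF, 197 for FGF and 547 for PDGF at an unadjusted p under 0.05 in limma.

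The 300 probes changed from time zero became 94 on probes present on all arrays and 3483 with no minimum change, and stayed within 1.5 times in the other alternatives (238 to 389 on leaving out 1 time or stimulus). On centred arrays 324 passed, 45 of them lower, against 122 of the 300 as deposited. The 555 probes that differed between late and early times became 329 on probes present on all arrays, 1711 at an FDR of 0.05, 85 for 8 h against 0.5 h, 304 without the PDGF 1 h array and 85 without it and the serum arrays of 0.5, 1 and 2 h. Leaving out 1 time or stimulus gave 110 to 527, with 110 without EGF, 117 without serum, 144 without 4 h, 147 without 1 h, 170 without 0.5 h, 200 without 8 h and 301 without FGF. Centring kept the number at 514 but turned the balance, with 156 higher and 358 lower against 503 and 52. Fewer probes on all arrays, and fewer arrays in a fit, follow from these settings themselves. For the other changes the cause was not tested.

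With an estimated correlation 0 lists were called in any comparison, against 3 for serum, 5 for the mean, 9 for late against early, 3 for EGF, 1 for FGF and 1 for PDGF. On centred arrays 2 lists were called for the mean and 1 for EGF. For the difference in change, 1 list was called on genes with a value in every cell on centred arrays, against 0. The share of Class II clones higher after serum moved from 18.8% to 53.6% on centred arrays. Of 2386 trials of 219 gene values, 2042 kept direction and side of the threshold, 264 lost a call, 9 gained one, 71 moved through 0 without a call and 0 reversed. Probes per array, 5304 to 23794, limit what can be tested at all.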

Other observations

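Among the tests in this part, that of lists with an estimated correlation on centred arrays, the correlations within the induced and the repressed probes and the tally of metallothionein genes were chosen only after the result was seen.

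With LY294002 present, 10 of 16 measured immediate-early transcription factors rose from time zero in the mean over all 20 arrays and 0 fell (limma, FDR 0.01 over all genes, with camera adjusted p = 2.45e-05 for the list, 0.00861 on centred arrays, and adjusted p = 0.317 with an estimated correlation). EGR3 had a mean log2 ratio of 3.56 (standard error 0.37), JUNB 3.36 (standard error 0.29) and NR4A1 1.92. Of 5 feedback genes of MAP kinase signalling 4 rose, among them SPRY2 (1.85, standard error 0.13), and the ephrin receptor EPHA4 fell by 0.52 (list adjusted p = 0.00704, 0.146 on centred arrays, and adjusted p = 0.317 with an estimated correlation). In the fibrillar matrix list 6 of 10 genes rose, with COL6A1 at 2.28 (standard error 0.14) and ELN, elastin, at 1.67, and VCAN fell by 0.53 (list adjusted p = 5.48e-04, 0.0140 on centred arrays, and adjusted p = 0.508 with an estimated correlation). In matrix remodelling 4 of 7 rose, with LOX, which crosslinks collagen, at 1.76, and the collagenase MMP1 fell by 0.33, with -0.12 on centred arrays, where it missed the threshold (list adjusted p = 0.00704, 0.0516 on centred arrays, and adjusted p = 0.508 with an estimated correlation). Mitosis genes went the other way: 14 of 17 fell and 0 rose, among them HMMR (-1.09, standard error 0.14) and the proliferation marker MKI67 (-0.98, standard error 0.10), with list adjusted p = 2.46e-04 and adjusted p = 0.508 with an estimated correlation. CDKN1B, the cell cycle inhibitor p27, fell by 1.24 (standard error 0.13). These means carry a median of -0.16 over all probes, 0.02 on centred arrays, and by the deposited record they include the effect of LY294002 by itself, as time zero was taken before it.

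From early to late times all 4 measured metallothionein genes, whose proteins bind zinc and copper, rose: MT2A by 2.95 (standard error 0.22), MT1H by 2.40, MT1G by 2.38 and MT1X by 2.07, in all 4 stimuli and by 1.72 to 2.60 on centred arrays, against a median of 0.30 over all probes. No metallothionein list was fixed or tested as a set, and the tally was made after their values were seen. Of 16 immediate-early transcription factors 5 fell, EGR3 by 3.53 (standard error 0.26), JUNB by 2.38 and NR4A1 by 2.21 among them (camera adjusted p = 3.06e-12, and adjusted p = 0.103 with an estimated correlation). Of 9 cholesterol synthesis genes HMGCS1 fell by 1.66 (standard error 0.18) and IDI1 by 1.03 (standard error 0.20), and 7 fell on centred arrays (list adjusted p = 1.91e-11, and adjusted p = 0.103 with an estimated correlation). Ribosomal protein genes were higher late for 17 of 29 as deposited and for 3 on centred arrays (list adjusted p = 5.10e-07, and adjusted p = 0.412 with an estimated correlation). In the fibrillar matrix list 4 of 10 rose, with ELN at 1.62, and 2 did on centred arrays (list adjusted p = 0.00203, and adjusted p = 0.321 with an estimated correlation). The lists of the amino acid response, p53 targets, mitosis and inflammation were called lower late relative to other genes (adjusted p = 1.39e-05, 0.00214, 0.00208 and 0.00542, and 0.321, 0.288, 0.412 and 0.321 with an estimated correlation), with 1 member falling in each of the first pair, DDIT4 by 0.90 and MDM2 by 0.78, and 0 in the others (2 and 3 at an unadjusted p under 0.05 in limma). On centred arrays the p53 and inflammation calls were lost (adjusted p = 0.0116 and 0.0722). Exchanging the times within each stimulus gave as many as the real 555 probes in 2 of 100 splits, the real split included (highest other 744). Chance is thus excluded at 5% for the count as deposited, with 503 higher late and 52 lower. The splits were not run on centred arrays, where 514 passed, 156 higher and 358 lower.

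The Class I genes of the paper, defined without inhibitor, were measured here for 147 of 278 induced and 143 of 250 repressed probes. Of the induced probes 64 were higher than time zero and 21 lower, with a median of 0.23, and of the repressed probes 104 were lower and 3 higher, with a median of -0.51 (camera adjusted p = 3.84e-10 and 2.66e-09, and adjusted p = 0.215 for both with an estimated correlation). On centred arrays 86 induced probes were higher and 15 lower, and 83 repressed probes were lower and 13 higher. Across these 290 probes, which are not independent replicates, the mean of a growth factor's own arrays with LY294002 was compared with the paper's columns for that factor without inhibitor. The correlation was r = 0.69 for EGF and 0.64 for FGF. The split into induced and repressed probes, made in those experiments, adds to this: within the induced probes r was 0.55 and 0.52, and within the repressed ones 0.30 and 0.01. The Class I genes named in the text did not lie higher after serum as deposited, with 11 of 22 above 0, and were called relative to other genes (median 0.00 against -0.26 over all genes, adjusted p = 1.13e-05, and adjusted p = 0.817 with an estimated correlation; on centred arrays median 0.24, adjusted p = 0.00112, and adjusted p = 0.0829 with an estimated correlation), with 0 genes past FDR 0.01 in limma and 2 at an unadjusted p under 0.05. In the late against early comparison 6 of these 22 fell (list adjusted p = 5.36e-07, and adjusted p = 0.288 with an estimated correlation).

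Set against the other stimuli, 0 members of any called list passed FDR 0.01 in limma, and the calls are relative to the median of all genes. For EGF all 29 ribosomal protein genes lay above 0, 16 at an unadjusted p under 0.05 (median 0.41 against 0.28 over all genes, adjusted p = 4.95e-04, and adjusted p = 0.974 with an estimated correlation). Inflammation genes lay below that median after EGF, with 4 of 8 above 0 and 0 at an unadjusted p under 0.05 (median 0.05, adjusted p = 4.95e-04, and adjusted p = 0.665 with an estimated correlation). The named Class I genes also lay below it, with 18 of 22 above 0 and 2 at an unadjusted p under 0.05 (median 0.21, adjusted p = 9.81e-04, and adjusted p = 0.974 with an estimated correlation). On centred arrays both calls were lost, with medians of -0.24 and -0.08 (adjusted p = 0.101 and 0.0663). For FGF 5 of 17 mitosis genes lay above 0 and 0 had an unadjusted p under 0.05 (median -0.04 against 0.15, adjusted p = 0.00322, and adjusted p = 1 with an estimated correlation). For PDGF all 22 named Class I genes lay below 0, 5 at an unadjusted p under 0.05 (median -0.41 against -0.19, adjusted p = 0.00112, and adjusted p = 0.978 with an estimated correlation). After serum all 29 ribosomal protein genes lay below 0 as deposited, 12 at an unadjusted p under 0.05 (median -0.41, adjusted p = 0.0258), and the list was called lower on centred arrays (median -0.14, adjusted p = 0.00248, and adjusted p = 0.421 with an estimated correlation).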
